A study of Rattus norvegicus with 2 samples. Its data were reported in "Disruption of C/EBPβ-Clec7a axis exacerbates neuroinflammatory injury via NLRP3 inflammasome-mediated pyroptosis in experimental neuropathic pain" (2022).

How the data were processed

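Gene expression was measured in lumbar spinal cord (SC, segments L4-L6) of adult male Sprague-Dawley rats on postoperative day 10. In the chronic constriction injury (CCI) model, the sciatic nerve was loosely tied with 4 ligatures, whereas in the Sham group it was exposed and left untied. The RNA of 3 rats per group was mixed into 1 sample, and each mixture was hybridised to 1 Affymetrix Rat Gene 2.0 ST array, a one-colour oligonucleotide array on which each probe set sums several short probes along a transcript. The data therefore consisted of 2 arrays, 1 for each group. Groups were taken from the sample titles, in which the injured group is called the model.

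The deposited values were log2 expression values that the authors obtained by robust multi-array average (RMA), which subtracts background, sets the intensity distributions of the arrays equal and summarises the probes of a set. They were used as deposited, with no further scaling, floor or pseudocount. RMA pulls low values together and makes 1 array's distribution resemble the other's, so that folds of weakly expressed genes can be understated and a shift shared by most genes could not be seen. Scanner files were not used here, and no background call per probe set was used. Each array held 28879 probe sets. The Sham values ran from 1.72 to 13.2 with a median of 5.00, and the CCI values from 1.70 to 13.3 with a median of 5.06.

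Probe sets were named from the platform annotation. Exactly 1 gene was named for 18511 probe sets, several genes for 575, and none for 9793 (33.9%). Probe sets with several genes or none entered no gene result. Symbols were updated through the Entrez ID, which was found in a RefSeq gene table of the GRCr8 assembly for 18394 of the 18511 probe sets, and the platform symbol was kept for the other 117. This left 18171 genes. For the 286 genes with more than 1 probe set, the probe set with the higher mean over both arrays was taken. The genome build behind the array annotation was not given in the sources used here, and no coordinates are printed.

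The measure for each gene was the log2 value of CCI minus that of Sham, from which the fold was derived. With 1 array per group there was no replicate error, no test of the groups and no p-value, and the number of arrays limits the precision. Each difference compares 2 mixtures of RNA, and differences between single rats cannot be seen. Genes past the fold threshold of the study, 1.5, were counted without its P threshold, which cannot be applied to 2 arrays. A named gene was also ranked among the 500 genes nearest to it in mean level. As a gauge of differences at low level, olfactory and vomeronasal receptor genes, which have no known role in the spinal cord, were counted in the same way, and the 95th percentile of their levels in each array served as a rough background level, chosen after the data were seen. Where the dimmer value of a gene lay at or below it and the brighter value above it, the fold is given as at least the brighter value over the background level of the dimmer array. Where both values lay at or below it, the values are given without a fold. A fold given as at least a value is a bound that ignores error in the brighter value. A small bound does not establish a difference. Counts past a threshold and list medians use the measured differences.

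Before the data were examined, 31 gene lists were fixed with 541 gene symbols, of which 475 were measured. They covered the molecules the study follows, immune and pain pathways, and markers of the cell types that the tissue or its dissection could hold. For each list the median difference over the measured members was set against 10000 random lists of the same size, matched on mean level in 20 bins. A list was called higher in CCI above the 97.5th percentile and lower below the 2.5th. These percentiles describe the 2 arrays and are not p-values, because genes of a list vary together. If the genes of a list varied independently, 1.55 of the 31 lists would fall outside by chance.

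The genes named in the text were chosen by a rule fixed beforehand. They were the genes that the study follows and the markers of its co-staining; the 15 genes with the largest difference in each direction among genes at or above the median mean level of 5.83, without provisional, receptor or small RNA symbols; and up to 4 members of each list with the largest difference in the direction of its median. Of the genes the study follows, 13 are reported here. Other genes are named only where the text says that they were chosen after their values were seen.

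The alternatives were a threshold of 2-fold, a floor on the mean level at the median of all genes, subtraction of a lowess trend of the difference on the mean level (span 0.3), the mean over all probe sets of a gene, counting every probe set, the mean of a list in place of its median, random lists not matched on level, and lists without shared members. For the last, the microglia and disease-associated microglia lists lost members held by any other list. The remaining lists lost only members of those microglia lists. One more, the list of study molecules without Clec7a, was added after the data were seen. The steps were tested on simulated data made from the 2 arrays. Of 200 genes shifted by 1.0 on the log2 scale among the 18171, 96.0% passed 1.5-fold, and 0.90% of the unshifted genes did. Of 100 simulated lists of 20 genes, 91.0% were called higher when shifted by 0.2 and 40.0% when shifted by 0.1, and 1.0% were called with no shift. The simulated noise was independent between genes, whereas genes of a real list vary together. These rates therefore check the steps and do not give the error rate of the calls below. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.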

Results

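The gene expression profiles of lumbar SC were compared between 1 Sham and 1 CCI array, each of RNA mixed from 3 rats on day 10 after surgery. The comparison addressed which genes differ in the SC after constriction of the sciatic nerve, and in particular the pattern-recognition receptor Clec7a, its transcription factor C/EBPβ and the NLRP3 inflammasome. Values are log2 RMA expression, 1 per group, without replicates, so that no difference below has an error or a test. Over the 28879 probe sets, the 2 arrays correlated with Pearson's r of 0.992 and Spearman's rho of 0.990 across probe sets, which are not independent replicates. The median difference over the 18171 genes was -0.01, and the SD of the differences was 0.26.

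Of the 15 genes furthest above Sham among those at or above the median level, 7 were on the microglia, complement or cytokine lists, and of the 15 furthest below, 3 were on the interferon list. In this range of level, the highest differences were found for Plac8 (4.50-fold), the monocyte chemokine Ccl2 (4.31-fold), the complement genes C1qa (3.36-fold) and C3 (3.32-fold), and Ly86 (3.02-fold), a partner of the Toll-like receptor family. C1qb (3.02-fold), C1qc (3.00-fold), Aif1 (2.65-fold), Tuba1c (2.49-fold), Fcgr3a (2.47-fold), Serpina3n (2.46-fold), Cd4 (2.44-fold), Timp1 (2.27-fold), Ifi47 (2.24-fold) and Rpl27al7 (2.21-fold) followed. Tuba1c and Rpl27al7 belong to families of near-identical genes, and their probes may not separate the members.

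Among the same genes at or above the median level, Slc39a12 (3.08-fold lower), a zinc transporter, was furthest below Sham. With the mean over its probe sets, Usp18 was level with it, at -1.63. Slc39a12 was followed by the interferon regulatory factor Irf7 (2.76-fold), the endothelial gene Apold1 (2.73-fold), Oas1i (2.33-fold), Usp18 (2.31-fold), the immediate early gene Egr1 (2.16-fold), Mx2 (2.02-fold) and Gpr182 (2.01-fold). Zbtb16 (1.90-fold), Cxcl14 (1.88-fold), Ntng1 (1.85-fold), Dusp1 (1.83-fold), Tmem63c (1.82-fold), Abcg2 (1.81-fold) and Smad9 (1.81-fold) were lower by less. In all, 298 genes (1.64%) were higher in CCI by more than 1.5-fold and 208 (1.14%) were lower. With the floor at the median level, 92 and 79 of 9086 genes were counted, and past 2-fold 44 and 13 genes of all 18171.

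The threshold was also passed by genes with no known role in the SC. Of 1345 olfactory and vomeronasal receptor genes, 34 were higher and 30 lower by more than 1.5-fold, or 4.76%, against 1.98% of other genes of like level. Their median level was 2.75, 4 of them reached the median level of all genes, and 3 passed 2-fold. Of the genes past 1.5-fold, 137 lay at or below the receptor background level (4.44 in Sham and 4.36 in CCI) in both arrays.

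**Figure D1:**
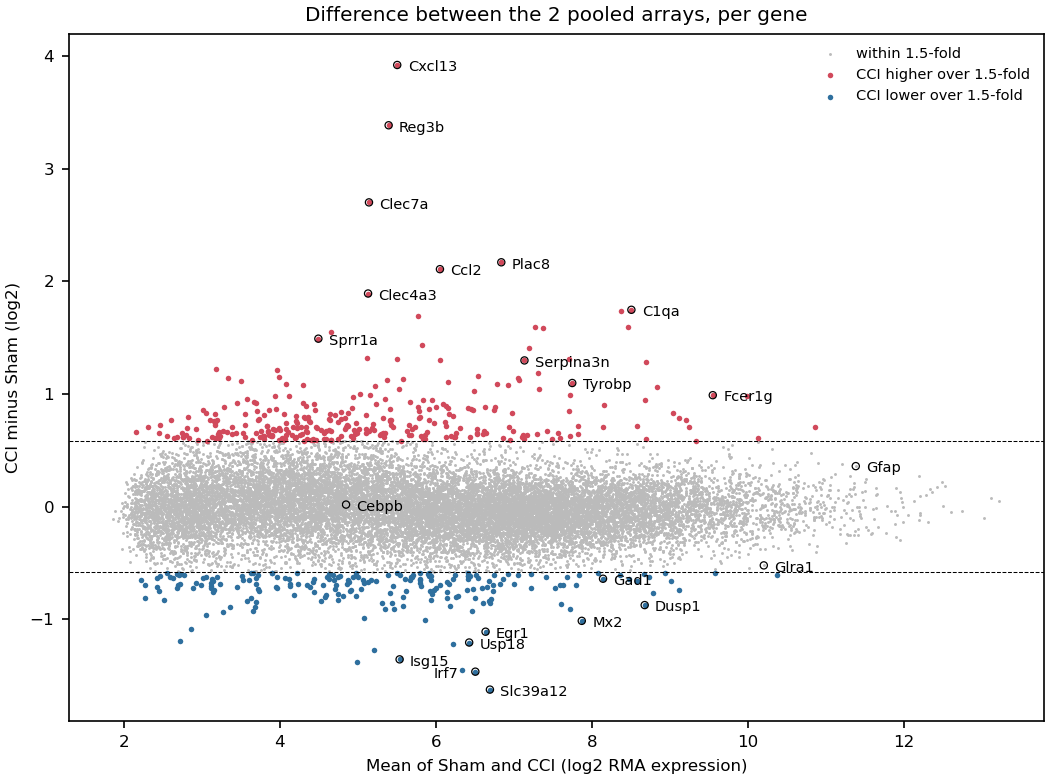
Difference between CCI and Sham (log2, vertical axis) against the mean of both arrays (log2 RMA expression, horizontal axis) for 18171 genes, 1 point per gene, with dashed lines at 1.5-fold. Red points mark the 298 genes higher in CCI past the threshold and blue points the 208 lower, and selected genes named in the text are circled. Cxcl13, Reg3b and Clec7a stand at the top by their measured differences, with Sham values below the background level.

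Clec7a, the receptor for fungal β-glucans that signals through the kinase Syk, was at least 4.16-fold higher in the CCI pool, at 3.79 in Sham, below the receptor background level, and 6.49 in CCI. Cebpb, which encodes C/EBPβ, was at 4.84 in Sham and 4.86 in CCI, a 1.01-fold difference at the 47.0th percentile of genes of like level, which turned to -0.02 on the log2 scale after the intensity trend was subtracted. Of the downstream molecules, Casp1 (1.73-fold), which cleaves the inflammasome cytokines, Il18 (1.65-fold) and the adaptor Pycard (1.57-fold) were higher in CCI past the threshold. Mapk8 (1.25-fold) and Gsdmd (1.22-fold) were higher by less than it. Nlrp3 was at 4.16 and 4.55 and Syk at 4.28 and 4.55, with the Sham values below the background level. For both genes the bound was only 1.08-fold, which does not establish an increase. Il1b was below it in both arrays, at 3.22 and 3.44.

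Taken as a list, 10 of 11 measured study molecules were higher in CCI, 4 of them past 1.5-fold, with a median of 0.32 at the 99.9th percentile of the random lists. Because the study picked Clec7a partly from these arrays, this is not independent evidence of the direction, although the list kept its call without Clec7a. The 10 include Cebpb, at a difference of 0.02, and Il1b, below the background level in both arrays. In tissue RNA, a larger share of microglia cannot be told apart from higher expression per cell, for this list or the next. The inflammasome and pyroptosis list had a median of 0.25 at the 99.99th percentile, with 12 of 16 members higher and 3 past the threshold. Those 3, Casp1, Il18 and Pycard, are study molecules counted above, as are Nlrp3, Gsdmd and Il1b. The calls of these lists are therefore not separate evidence, and the removal of shared members did not part them. Casp4, the noncanonical inflammasome caspase, was 1.36-fold higher. With the floor on level the list kept 7 members and a median of 0.068, and was no longer called.

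Of the C-type lectin and ITAM signalling list, 13 of 17 members were higher and 6 passed 1.5-fold, namely Clec7a and 5 others that included Clec4a3 (at least 3.12-fold), Tyrobp (2.14-fold) and Fcer1g (1.99-fold), the latter pair being adaptors with an activation motif. The Sham value of Clec4a3, 4.19, was below the receptor background level. The median of 0.13 lay at the 93.8th percentile and was not called. The mean of 0.50 was, a measure that gives more weight to the few members with large differences. The median was called too with the floor on level, at 0.99 over 3 members, among them Tyrobp and Fcer1g, and against random lists not matched on level. Without the members shared with the microglia lists, the median was 0.05 over 14 members, at the 61.7th percentile, and was not called. Clec2d, named after its value was seen, passed 1.5-fold but was below the background level in both arrays, at 3.57 and 4.26. The Clec4a genes are a family of close relatives on which probes may be shared.

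The microglia list showed the largest shift of the 31 lists. This list, which holds identity markers of microglia and other macrophages, had a median of 0.71, or 1.64-fold, above all 10000 random lists. Of its 28 measured members 27 were higher in CCI and 18 passed 1.5-fold. The co-stain marker Aif1, which encodes Iba-1, was at 6.50 in Sham and 7.91 in CCI, and C1qa was at 7.64 and 9.38. Genes of disease-associated microglia were shifted by less, with a median of 0.16 at the 99.9th percentile, 16 of 21 members higher and 2 past the threshold, Clec7a and Tyrobp. Igf1 was 1.42-fold higher, and Itgax was at 4.05 and 4.52, with a bound of only 1.06-fold. The complement list had a median of 0.27, above all random lists, with 13 of 16 members higher and 5 past the threshold. Except for C3, the members past the threshold are on the microglia list too, so the complement shift is not separate from that of microglia. Without the shared members the complement median was 0.18 over 11 members, at the 99.5th percentile, and was still called.

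Markers of other leukocytes differed in direction from one another. The neutrophil and monocyte list was higher with a median of 0.19 at the 98.6th percentile, led by Plac8, Itgal (2.10-fold) and Lyz2 (1.52-fold), with 11 of 17 members higher. Ngp, at 3.00 and 3.66, also passed 1.5-fold but was below the background level in both arrays. S100a9, S100a8, Ccr2 and Mpo, named after their values were seen, had lower values in CCI and were below the background level in both arrays too. The median of this list was the difference of Cxcr2, at 3.11 and 3.30, also below the background level in both arrays. So were Elane, Defa5, Ltf and Mmp8, which like Cxcr2 were named after their values were seen. With the floor on level the list kept 3 members, Plac8, Lyz2 and Cd14, and a median of 0.60, and was still called. Cd14 was named after its value was seen. None of the members below the background level entered this call, and which cells hold this RNA was not resolved. The lymphocyte list was not called, with a median of 0.08. Its member Cd4, which rat macrophages and microglia also express, was at 8.06 and 9.34, while Cd79b was 1.41-fold higher, and Cd3e and Cd2 were below the background level in both arrays. Markers of perivascular and meningeal macrophages were lower in CCI, with a median of -0.18 at the 1.21th percentile and 8 of 10 members lower and none past 1.5-fold, among them Lyve1 (1.32-fold), Mrc1 (1.19-fold) and F13a1 (1.18-fold). Ms4a7, at 3.73 and 3.30, was below the background level in both arrays. The erythrocyte list was not called, with a median of -0.11.

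The antigen presentation list was higher with a median of 0.14 at the 98.6th percentile, 12 of 19 members being higher. The 4 members past 1.5-fold all belong to the class II pathway, RT1-Ba (1.98-fold), RT1-Da (1.93-fold), the invariant chain Cd74 (1.87-fold) and RT1-DMb (1.53-fold). RT1 genes are a polymorphic family of close relatives, and their values can depend on the alleles of the pooled rats.

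Interferon-stimulated genes were lower in the CCI pool. The list had a median of -0.50, or 1.42-fold lower, below all random lists, with 19 of 21 members lower and 10 past 1.5-fold. Irf7 was at 7.24 in Sham and 5.77 in CCI, Mx2 at 8.38 and 7.37, Usp18 at 7.03 and 5.83, and Isg15 (2.56-fold lower), a ubiquitin-like modifier, at 6.21 and 4.86. Beside this list, the endothelium and mural list was lower with a median of -0.22.

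**Figure D2:**
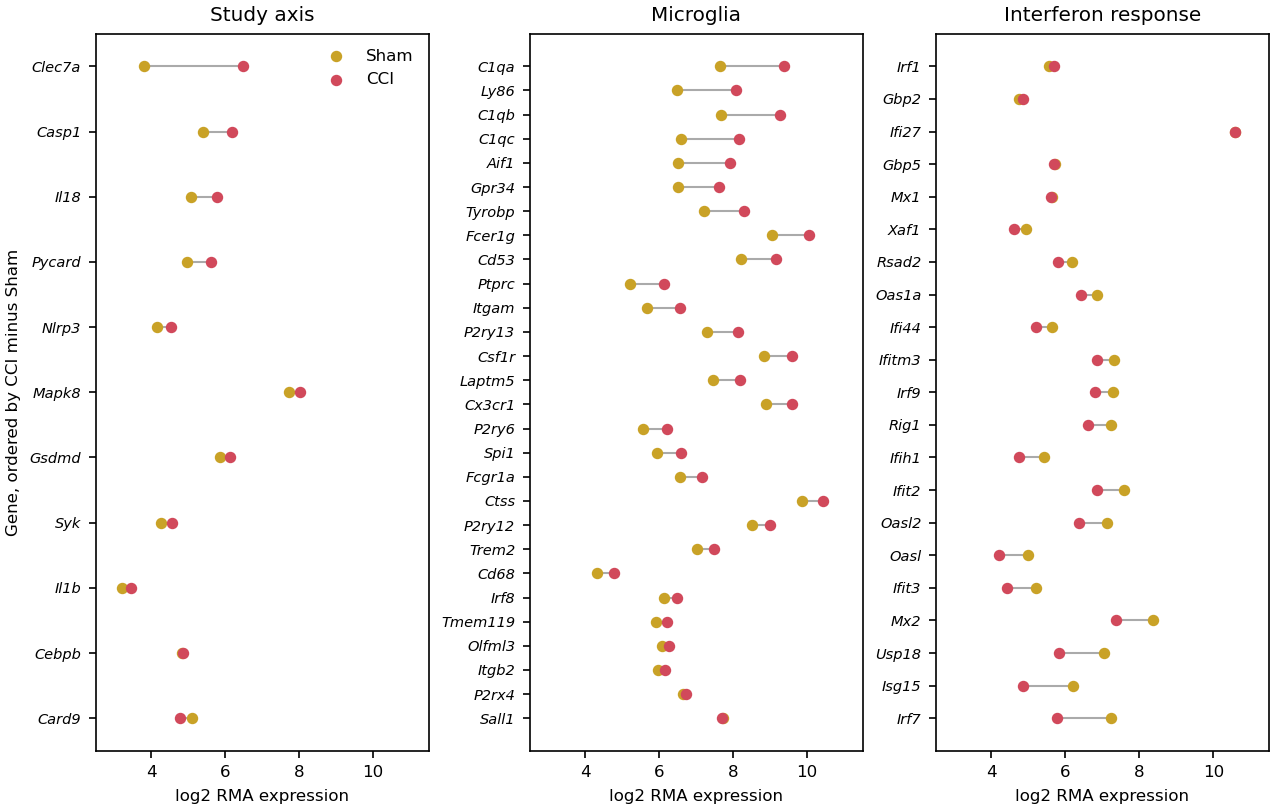
Sham (yellow) and CCI (red) log2 RMA expression (horizontal axis) of each measured gene of the study axis, microglia and interferon response lists, 1 value per group, ordered by the difference. Of the study molecules 10 of 11 and of the microglia genes 27 of 28 lie higher in CCI, and 19 of 21 interferon genes lie lower.

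The cytokine and chemokine list had a median of 0.12 at the 98.1th percentile, with 16 of 27 members higher. Cxcl13, the B-cell chemoattractant, was at 3.55 in Sham, below the background level, and 7.47 in CCI, at least 8.16-fold higher. Ccl2 and Il18 were also past 1.5-fold, and Cxcl16 was 1.49-fold higher. In the other direction, 2 members were past 1.5-fold, Cxcl14 (1.88-fold lower) and Cxcl10 (1.52-fold lower), the latter named after its value was seen. With the floor on level, 8 members remained and the list was no longer called, with a median of 0.067. The acute phase and NF-kB list was not called, with a median of 0.02, although Timp1, an inhibitor of metalloproteinases, was at 6.72 and 7.90, and Icam1 was 1.23-fold higher. Il1rn, at 3.36 and 4.01, and Mmp9, at 3.67 and 4.02, were below the background level in both arrays.

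Genes known to rise in axotomised neurons were higher in CCI, with a median of 0.22, above all random lists, and 16 of 22 members higher, 4 of them past 1.5-fold. The secreted lectin Reg3b was at least 6.28-fold higher, at 3.70 and 7.09, Sprr1a at least 1.74-fold, at 3.75 and 5.24, the transcription factor Atf3 1.64-fold and the neuropeptide galanin (Gal) 1.54-fold. The Sham values of Reg3b and Sprr1a were below the background level. Anxa1, named after its value was seen, was lower past 1.5-fold, at 4.01 and 3.38, both below the background level. The list of sensory ganglion neurons, a marker of ganglion tissue in the dissection, was not called, with a median of 0.03. With the floor on level it kept 4 members and was called higher, with a median of 0.19 at the 98.0th percentile. Among those 4, Calcb and Prph, the latter named after its value was seen, are on the motor neuron list too. The call with the floor is therefore not particular to ganglion tissue. The ganglion list's member Scn9a, a voltage-gated sodium channel, was 2.49-fold higher, whereas Calcb (1.32-fold) and Sncg (1.19-fold) differed by less. Scn10a was at 4.26 and 4.51, with a bound of only 1.05-fold.

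Neuronal genes were lower in CCI by small amounts. The pan-neuronal list had a median of -0.19 at the 0.03th percentile, with 19 of 20 members lower and 1 past 1.5-fold. This was Gad1 (1.56-fold lower), the GABA-synthesising enzyme, at 8.47 and 7.83, and the glycine transporter Slc6a5 (1.42-fold), Elavl4 (1.33-fold) and Syt1 (1.29-fold) came next. The co-stain marker Rbfox3, which encodes NeuN, was 1.11-fold lower. The motor neuron list had a median of -0.22 at the 0.6th percentile, with 7 of 10 members lower, led by Chat (1.68-fold), Esrrg (1.36-fold), Slc5a7 (1.23-fold) and Nefh (1.18-fold). The other 3 members were higher, Calcb the most at 1.32-fold. The dorsal horn transmission list had a median of -0.16 at the 0.29th percentile, with 19 of 27 members lower. Grpr (1.57-fold) and Grin2b (1.52-fold) were past the threshold, and the substance P receptor Tacr1 (1.49-fold) and the glycine receptor Glra1 (1.44-fold) were below it. Galanin, which is on this list too, was higher.

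Of the astrocyte list, 11 of 17 members were higher, with a median of 0.08 at the 95.8th percentile, which was not called. Its mean of 0.13 was. Gfap was 1.28-fold higher, at 11.21 and 11.57, Fabp7 1.26-fold and Agt 1.10-fold, whereas Serpina3n, a gene of reactive astrocytes, was at 6.49 and 7.79. The endothelium and mural list was lower at the 0.23th percentile, with 12 of 16 members lower and none past 1.5-fold. Pdgfrb (1.30-fold), Kcnj8 (1.28-fold), Vwf (1.26-fold) and Tek (1.25-fold) were lowest. Its mean of -0.14 was not called.

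The remaining lists were not called. Oligodendrocyte and myelin genes had a median of 0.03, with Aspa (1.23-fold), Opalin (1.16-fold), Mbp (1.13-fold) and Ermn (1.12-fold) highest, and oligodendrocyte precursor genes a median of -0.09, with Pdgfra (1.36-fold) and Cspg4 (1.22-fold) lowest. The medians were -0.02 for Schwann cell, -0.12 for meninges and fibroblast, 0.10 for ependymal and 0.02 for skeletal muscle markers. Proliferation genes had a median of 0.08, heat shock genes -0.06 and cholesterol synthesis genes -0.10. The immediate early list had a median of -0.04 with 6 members higher and 10 lower, and Egr1, Dusp1, Nr4a1 (1.73-fold) and Ier2 (1.44-fold) were its lowest members. Its mean of -0.16 was called lower, as was its median of -0.48 over the 6 members above the floor on level. Atf3, which is on this list too, was 1.64-fold higher. In all, 9 of the 31 lists were called higher, 6 lower and 16 neither.

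**Figure D3:**
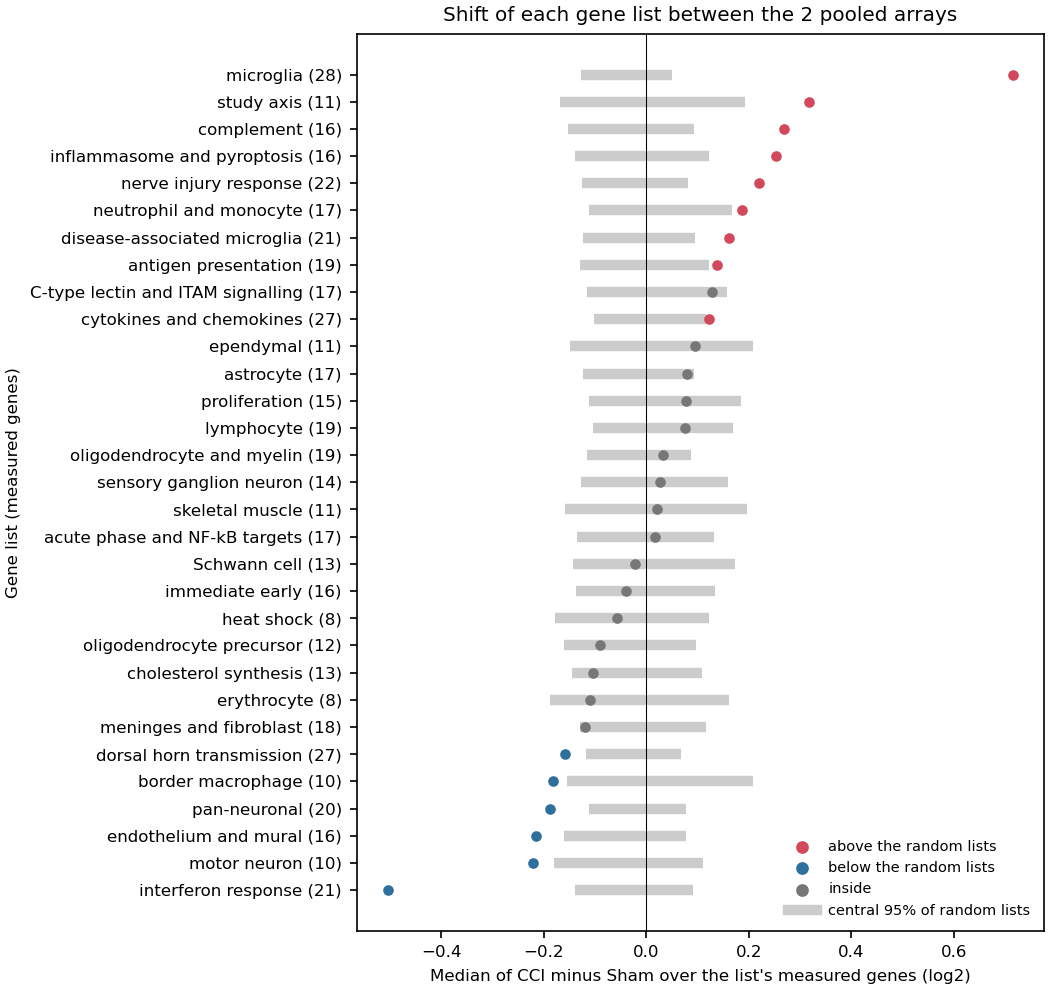
Median difference between CCI and Sham (log2, horizontal axis) of each of the 31 gene lists (points), with the number of measured genes in brackets and grey bars for the central 95% of 10000 random lists of the same size and level. The microglia list lies furthest above its bar at 0.71 and the interferon response list furthest below at -0.50.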

Values the study reported

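The study reported 602 differentially expressed genes between the CCI and Sham groups by microarray and 1304 by RNA sequencing of other rats. Its threshold joined a fold change with a P value, and it named Clec7a among the genes found by both methods. It also reported higher Clec7a in CCI by qPCR and western blot. In its RNA sequencing, Clec7a correlated positively with Cebpb, Nlrp3, Il1b and Il18. At the protein level, it reported C/EBPβ and NLRP3 to be raised by CCI. Correlations and protein levels are other measures than the array differences above.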

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

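The 3 tests of the interferon list in this part were chosen only after its values were seen.

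Probe sets without a gene name, which entered no gene result, passed 1.5-fold more often than named ones. Of 9793 unnamed probe sets, 364 were higher in the CCI pool than in Sham by more than 1.5-fold and 187 were lower, together 5.63%, against 2.83% of named probe sets. Their median level was 3.68, against 5.81 for named ones. At or above the median level of genes, 108 of 1962 unnamed probe sets passed the threshold. Probe set 17702459 was at 2.09 in Sham and 10.72 in CCI, and probe set 17698340 at 2.31 and 7.19. Both Sham values were below the receptor background level of 4.44, so that no exact fold is given. In the other direction, 17867409 was at 4.86 and 3.36 and 17778106 at 5.35 and 3.91, with the CCI values below the background level of 4.36. By their measured differences, more than 4-fold higher in CCI were 8 unnamed probe sets and 5 genes, Cxcl13, Reg3b, Clec7a, Plac8 and Ccl2. What these probe sets measure was not analysed here.

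Among the genes past 1.5-fold, array noise may be one source at low level. Whether receptor probe sets differ from others for a reason besides noise was not tested. Olfactory and vomeronasal receptor genes passed the threshold 2.40 times as often as other genes of like level, where a far lower rate than that of other genes had been set beforehand as the result that would speak against noise. The receptor genes were near the bottom of the range, with 4 at or above the median level, so that this comparison says little about strongly expressed genes such as C1qa or Mx2. A single small difference at low level, such as that of Il1b, may therefore be noise.

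The microglia list was higher in CCI with a median of 0.71. Blood left in the tissue would raise red cell genes at least as much, but the erythrocyte list had a median of -0.11. An intensity trend between the arrays was subtracted, and the median was then 0.75. A smaller share of neurons would raise the other cell types alike, but the highest median of the astrocyte, oligodendrocyte and endothelium lists was 0.080. A larger share of microglia or macrophages in the injured SC and higher expression per cell both stay open as hypotheses, as do differences between the 2 hybridisations, since each group had 1 array.

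The interferon list was lower in CCI with a median of -0.50. Subtraction of the intensity trend left -0.45, below the random lists. A smaller share of vascular cells would lower endothelial genes by as much, but the lowest of the 16 markers on that list, Pdgfrb, was at -0.38. Apold1, Gpr182 and Abcg2, genes of vascular cells that are not on the list, were lower by 1.81-fold to 2.73-fold, so that a difference of expression within vascular cells stays open. A single Sham rat with high interferon genes, for example after an infection, cannot be told apart from a difference of all rats, because the RNA was pooled. For the list's median, 1 of the 3 rats would need 2.26 times the level of the others. An effect of the injury stays open and was not tested.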

How the results depend on the processing

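The list of study molecules without Clec7a was added after the data were seen, and it kept its call. Each group had 1 array, so no replicate could be left out. No paired analysis was possible because each group had 1 sample. No called list and no named gene past 1.5-fold changed direction, but Cebpb, at 0.02, was at -0.02 after the trend was subtracted. Of the 15 called lists, 10 kept their call under all 6 alternatives fixed beforehand. The study molecules and the border macrophage list kept theirs under 5, since they had under 3 members above the floor and gave no value there, as did 4 lists that were not called. Removing shared members changed nothing for lists with no member on the microglia lists, among them the interferon, antigen presentation and pan-neuronal lists. For these it was no separate check. The counts of genes past the threshold depended on its size and on the level. Higher and lower in CCI were 44 and 13 genes at 2-fold, 92 and 79 with the floor at the median level, and 687 and 405 when every probe set was counted, against 298 and 208. After the trend was subtracted they were 287 and 200. With the floor, the inflammasome median was 0.068 and the cytokine and chemokine median 0.067, neither called, on 7 and 8 members. Newly called with the floor were the C-type lectin list at 0.99 on 3 members, the sensory ganglion list at 0.19 on 4 and the immediate early list at -0.48 on 6. With the mean in place of the median, the C-type lectin list at 0.50, the astrocyte list at 0.13 and the immediate early list at -0.16 were called, and the endothelium list at -0.14 was not. The mean and the median differed in sign for the oligodendrocyte list (-0.01 and 0.03) and the heat shock list (0.01 and -0.06), neither called. With the floor, the Schwann cell and erythrocyte medians, not called, were at 0.15 and 0.054. Against random lists not matched on level, the C-type lectin median of 0.13 was called. Of 136 named genes, 2 crossed 1.5-fold after the trend was subtracted, Cxcl16 at 0.63 and Grin2b at -0.54. Beyond changed membership under the floor, the cause was not tested. Signal over background limits the weakly expressed genes, of which 5063 lay at or below the receptor background level in both arrays.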

Other observations

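Both tests in this part were set before the values they measure were seen, but the pattern that led to them was seen first. The following genes, outside the naming rule, were chosen after their values were seen. They are Ciart, Card9, Cxcl10, Spp1, Apoe, Ctsb, Ctsd, RT1-S3, RT1-Db1, B2m, Tap1, Tap2, Psmb8, Psmb9, Psmb10, Oprd1, Sst, Cck, Pdyn and Nmu. The clock and glucocorticoid lists were set with the tests. Members of these lists are outside the rule too, and those named singly were chosen after their values were seen.

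Within several gene groups the members parted. In the chemokine list, the interferon-induced Cxcl10 (1.52-fold) was lower in CCI beside the higher Cxcl13 and Ccl2. In the antigen presentation list, the class I gene RT1-S3 (1.49-fold) and the peptide transporters Tap2 (1.21-fold) and Tap1 (1.15-fold) were lower, whereas the immunoproteasome genes Psmb9 (1.48-fold), Psmb10 (1.40-fold) and Psmb8 (1.38-fold) were higher. Neither class moved as a whole, since the class II gene RT1-Db1 (1.23-fold) was lower and B2m, of class I, was 1.19-fold higher, and the classes were not tested against each other. Ifi47, an interferon-inducible GTPase, was 2.24-fold higher although the interferon list was lower. Among genes of disease-associated microglia, Clec7a was at least 4.16-fold higher, its Sham value being below the background level, but Spp1 (1.01-fold) and Apoe (1.14-fold) were close to Sham, and the lysosomal proteases Ctsd (1.08-fold) and Ctsb (1.07-fold) were slightly lower. In Sham, Spp1 was at 9.90, Apoe at 10.74, Ctsd at 10.56 and Ctsb at 10.96. Which cells hold this RNA was not resolved, so a change of these genes within microglia could be missed. Card9, the adaptor downstream of Clec7a and Syk, was 1.25-fold lower.

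Peptides and an opioid receptor of the dorsal horn did not share a direction. Somatostatin (Sst, 1.32-fold), cholecystokinin (Cck, 1.24-fold) and the δ-opioid receptor Oprd1 (1.30-fold) were lower in CCI, whereas dynorphin (Pdyn, 1.36-fold), neuromedin U (Nmu, 1.31-fold) and galanin (Gal, 1.54-fold) were higher. These are single differences between 2 arrays and most are under 1.5-fold. Other peptides on the dorsal horn transmission list differed by less, in both directions.

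Dusp1 (1.83-fold), Zbtb16 (1.90-fold), Ciart (1.77-fold) and Egr1 (2.16-fold) were lower in CCI, and several of them respond to glucocorticoids or follow the clock. One hypothesis was lower glucocorticoid exposure of the CCI rats at collection. A list of 16 glucocorticoid receptor targets, none of the 4 genes among them, had a median of -0.23 at the 0.05th percentile of random lists, with 15 of 16 members lower, among them Mt1 (1.58-fold), Fkbp5 (1.52-fold) and Sult1a1 (1.47-fold), which is in line with that hypothesis but does not separate it from other causes that act on these genes. A second hypothesis was collection at another time of day. The median of clock genes that peak with Per minus that of genes that peak with Bmal1 was -0.25, at the 2.64th percentile of random pairs of lists, just inside the lower bound of -0.26, so that this test left the question open. The prediction written beforehand counted any value inside the bounds against this hypothesis, and the margin that leaves it open was set after the value was seen. Per1 is on both lists, and collection times were not given in the sources used here.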
